A study of Homo sapiens with 3 samples.

How the data were processed

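RH4 is a human cell line of fusion-positive rhabdomyosarcoma (FP-RMS), a muscle-lineage tumor driven by the PAX3-FOXO1 fusion gene. Per the labels, RH4 cells were exposed to 1 µM entinostat, an inhibitor of histone deacetylases (HDACs), for 1 h or for 6 h, or to its solvent DMSO for 6 h. Cells were then profiled by Drop-seq, in which single cells are captured in droplets with barcoded beads, and each captured mRNA 3' end carries a cell barcode and a unique molecular identifier (UMI). There were 3 libraries, 1 per group. The labels give no DMSO control at 1 h, so the 1 h library was set against the 6 h DMSO library, and exposure time and treatment differ together in that comparison.

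The authors deposited 1 table of whole-number UMI counts per library, with genes in rows and 12-base cell barcodes in columns. These counts were not normalized. The tables carry the exon tag of the Drop-seq tools, whereas the aligner, its version, the genome build, the annotation and the use of strand are not given in the sources used here. Because the strand rule is unknown, counts of genes whose exons overlap a gene on the other strand were treated as uncertain. The barcode with the fewest genes had 500 genes in each of the 3 tables, so barcodes below that number were not analysed here. Counts were per gene, and reads of the PAX3-FOXO1 fusion transcript cannot be separated from those of PAX3 and FOXO1.

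Barcodes with at least 1000 UMIs were kept as cells, which left 2935 of 4648 barcodes in the DMSO library, 6298 of 8015 in the entinostat 1 h library and 2697 of 3658 in the entinostat 6 h library. The design allowed a lower minimum of 500 UMIs if any library kept fewer than 200 cells, which was not needed. UMIs were summed per gene over the cells of a library and divided by the library total to give CPM values. A log2 ratio between 2 libraries was taken after adding 0.5 UMI to each sum. Sums have exact Poisson intervals, shares have exact (Clopper-Pearson) binomial intervals, and log2 ratios have exact conditional binomial intervals, all at 95%. Each of these covers counting error only. It leaves out variation between cells beyond Poisson sampling, so intervals are too narrow for genes uneven across cells. With cells at 6 h thinned at random to 1000 UMIs, the variance over the mean was 2.97 for TMSB4X and 1.33 for MYOG. Intervals of shares take each barcode as 1 cell. Counting error also leaves out the variation between cultures and between library preparations, which 1 library per group cannot show. For that reason no test was run, no p-value was computed and changed genes were not counted.

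Gene lists were written from general knowledge before the data were examined but after a paper on the same cell line and drug had been read, which names the same core regulatory (CR) TFs. The CR TF list held MYOD1, MYOG, MYCN, SOX8, PAX3 and FOXO1. The others were PAX3-FOXO1 target genes, housekeeping TFs, housekeeping genes, muscle differentiation genes, HDAC inhibitor induced genes, immediate early and stress genes, S phase genes and G2/M phase genes. List members with a mean of at least 5 CPM over the 3 libraries were used. The value of a list was its median log2 ratio, with an interval from 2000 Poisson draws. Its percentile was taken among 10000 random lists of the same size, in which each gene was replaced by 1 of the 100 genes nearest to it in mean expression. A further set of random lists was matched on both mean expression and transcript length. No random list was matched on GC content. These percentiles describe the libraries at hand and are not tests. Comparisons were entinostat 6 h over DMSO, entinostat 1 h over DMSO and, for the CR TFs, entinostat 6 h over entinostat 1 h.

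The genes named were chosen by a rule fixed before the data were examined. It took every CR TF, the 3 genes with the highest mean CPM of each other list, and, for each time point against DMSO, the 5 largest rises and the 5 largest falls among genes with a mean of at least 25 CPM whose interval excluded 0. Other genes are named as chosen after their values were seen.

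Gene positions, transcript lengths and GC contents came from GENCODE v44 mapped to GRCh37, matched by gene symbol or older symbol (older symbols came in part from a RefSeq gene table of another assembly, GRCh38, used for names only). Of the 25987 gene names in the 3 tables, 19205 matched, as did 98.8% of the 6075 genes with a mean of at least 25 CPM. The build behind the counts is not given, so positions describe where a gene lies and were never joined to coordinates of the deposited data. Length is that of the longest transcript.

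For shares of cells with a UMI, each cell was thinned at random to 1000 UMIs, because depth per cell differed between libraries. Share of cells was set beside the unthinned value and the share that Poisson sampling from the mean would give. Only RH4 cells were loaded, and every barcode in the tables had at least 500 genes, so no cell type lacking these genes and no barcode without a cell was at hand to measure free RNA. Thinned cells of the 3 libraries were clustered together with scanpy 1.11.5 and leidenalg 0.10.2, using 1500 variable genes, 20 principal components, 15 neighbours and a Leiden resolution of 0.5. A cluster was given a name only if at least 3 markers of the S phase, G2/M phase, muscle differentiation or immediate early lists were among its top 10 genes by fold. Scrublet marked 7 of 11930 barcodes (0.0587%) as doublets, a share too low for the caller to have worked, so doublets were kept and weighed by leaving out the 5% of cells with the most UMIs.

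The alternatives fixed before the data were examined were other cell minimums (500 UMIs, 2000 UMIs or none), TMM factors from edgeR 4.0.16 in R 4.3.3, median-of-ratios size factors, a total without mitochondrially encoded and ribosomal protein genes, the mean of each cell's share, thinned cells, the top 5% of cells left out, cells over 10% mitochondrially encoded UMIs left out, other CPM minimums (none or 25) and a pseudocount of 5 UMIs. For cell shares they were no thinning and thinning to 2000 UMIs, and for clusters they were other resolutions, 10 principal components and the removal of marked doublets. A correction for free RNA from barcodes below 200 UMIs was not run, as the tables held 0 such barcodes. A further 5 alternatives were chosen after seeing the data. They left out barcodes with under 2% mitochondrially encoded UMIs, summed barcodes that share their first 11 bases, removed a lowess trend (span 0.3) on transcript length, removed trends on both length and GC content, or used only the barcodes under 1000 UMIs.

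The calculations were tested on simulated data in which 200 of 6075 genes changed by known amounts. At 6 h over DMSO, 100% of the changed genes had the right sign and 95.0% of the intervals held the true value. At 1 h over DMSO these shares were 100% and 95.3%. Among 100 random lists without a change, 2% at 6 h and 9% at 1 h fell below the 5th percentile. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used.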

Results

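Single-cell RNA-seq profiles of RH4 cells were compared among 3 Drop-seq libraries, DMSO for 6 h, entinostat for 1 h and entinostat for 6 h, with 1 library per group and therefore no replicate check on any difference. The deposited tables held 9340489 UMIs in the DMSO library, 26664741 in the entinostat 1 h library and 7703581 in the entinostat 6 h library. Cells with at least 1000 UMIs numbered 2935, 6298 and 2697 and held 7967543, 25295863 and 6923999 UMIs, respectively. The median cell had 1907 UMIs and 1196 genes in the DMSO library, 2716 UMIs and 1567.5 genes in the entinostat 1 h library, and 1985 UMIs and 1184 genes in the entinostat 6 h library. The 1 h library thus had the greatest depth in both total and UMIs per cell, and its sums carry the smallest counting error. Mitochondrially encoded genes took 6.80% of UMIs in the DMSO library, 7.29% at 1 h and 9.55% at 6 h. The 10 most abundant genes took 6.46%, 6.70% and 8.96%.

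The barcodes differed between libraries in ways that the treatment groups do not state. In the DMSO library, 622 of 2935 cells (21.2%, 95% CI 19.7 to 22.7) had under 2% mitochondrially encoded UMIs. This share was 1.29% (1.02 to 1.60) in the entinostat 1 h library and 1.41% (0.999 to 1.93) in the entinostat 6 h library. In each library some barcodes shared their first 11 of 12 bases. They made up 29.7% of deposited barcodes in the DMSO library, 48.7% at 1 h and 33.9% at 6 h. After such barcodes were summed, 2548, 4497 and 2403 cells of at least 1000 UMIs remained.

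**Figure D1:**
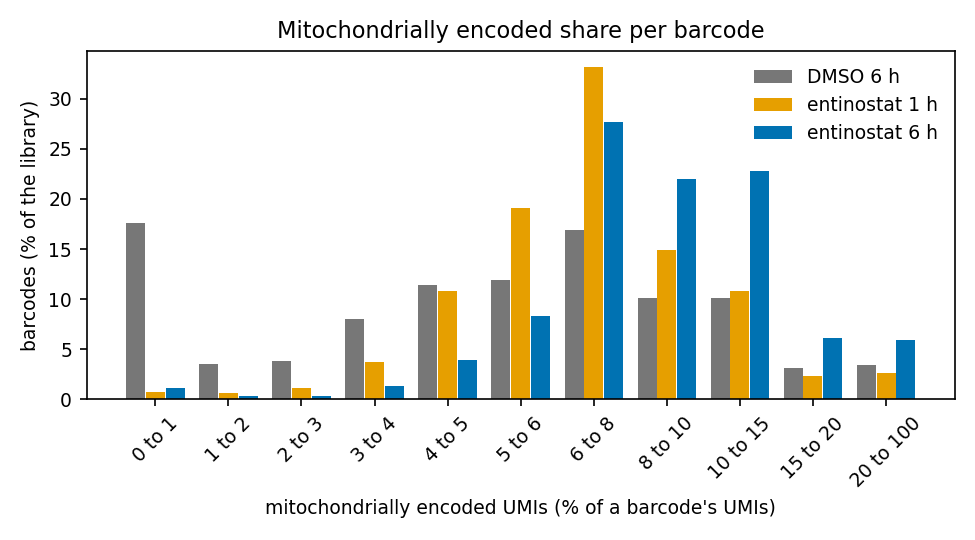
Share of barcodes (y axis, percent of each library's cells of at least 1000 UMIs) by their percentage of mitochondrially encoded UMIs (x axis), with 1 bar per library in each bin. The DMSO library has 17.6% of its barcodes between 0 and 1%, against 0.699% at 1 h and 1.11% at 6 h.

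Over the 6075 genes with a mean of at least 25 CPM, which held 93.4% of UMIs, the median log2 ratio over DMSO was -0.16 at 6 h and -0.027 at 1 h. The central 90% of genes lay between -1.34 and 1.08 at 6 h and between -0.60 and 0.57 at 1 h. The spread across genes was therefore wider at 6 h (SD 0.74) than at 1 h (SD 0.37). At 1 h this median depended on the scaling, at 0.18 with TMM factors and 0.14 with median-of-ratios size factors, and 1 h values below are on the scale of library totals. Log2 ratios also fell with transcript length across genes, which are not independent replicates. Spearman's rho was -0.32 at 6 h and -0.50 at 1 h over DMSO, and -0.11 between the entinostat libraries. At 1 h the median was 0.20 for the genes of up to 2970 bases and -0.23 for those from 5195 bases. With GC content rho was -0.18 at 6 h and 0.077 at 1 h over DMSO, and -0.28 between the entinostat libraries.

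The main question of the design was whether HDAC inhibition lowers the transcripts of CR TFs, the lineage-defining TFs that hold each other's expression in this tumor. At 6 h the median log2 ratio of the 6 CR TFs over DMSO was -0.88 (95% CI -1.15 to -0.71), at percentile 1.84 of random lists matched on expression. Its counting interval excluded 0, and 5 of the 6 genes were below DMSO. Among the alternatives tried, removal of the length and GC trends moved it most, to -0.73, and its percentile ranged from 0.55 to 3.12. Positions given here are spans of whole genes on GRCh37. MYOD1 (chromosome 11, 17741118 to 17743683) fell from 284 CPM (273 to 296) to 83.6 CPM (76.9 to 90.7), a log2 ratio of -1.76 (-1.90 to -1.63) that lay between -2.03 and -1.56 under the alternatives, the lowest with the length trend removed. SOX8 (chromosome 16, 1031770 to 1036979) had a log2 ratio of -1.20 (-1.35 to -1.05), from 165 to 71.8 CPM. MYCN (chromosome 2, 16080672 to 16087129) was low, at 20.5 CPM in DMSO and 10.1 CPM at 6 h, and its log2 ratio of -1.01 had a wide interval (-1.44 to -0.60). Its count is uncertain in that exons of MYCNOS overlap it on the other strand. FOXO1 (chromosome 13, 41129804 to 41240778) was at -0.74 (-0.93 to -0.56) and PAX3 (chromosome 2, 223064606 to 223163717) at -0.73 (-1.25 to -0.24), the latter on 100 UMIs in DMSO and 52 at 6 h. UMIs of the fusion transcript cannot be told from those of these 2 genes. MYOG (chromosome 1, 203052257 to 203055140) did not fall. It was at 134 CPM in DMSO and 152 CPM at 6 h, a log2 ratio of 0.18 (0.055 to 0.30), and it lay below DMSO, at -0.16, once the length trend was removed.

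At 1 h the 6 CR TFs had a median log2 ratio of 0.0090 (-0.087 to 0.083), at percentile 66.5, so that no change of the list was detectable at this depth. This value moved to 0.21 with TMM factors, close to the shift of all genes under that scaling. MYOD1 was at 290 CPM (0.028, -0.040 to 0.097) and MYCN at 20.4 CPM (-0.010, -0.26 to 0.26), neither beyond counting error, although MYOD1 was at -0.26 in the barcodes under 1000 UMIs. MYOG was higher by 0.13 (0.036 to 0.23) and below DMSO once the length trend was removed (-0.15). SOX8 was at 0.090 (0.0014 to 0.18), an interval that barely excluded 0, and at -0.012 without the barcodes under 2% mitochondrially encoded UMIs. FOXO1 was at -0.16 (-0.28 to -0.033) but at 0.043 with TMM factors, and PAX3 was at -0.44 (-0.78 to -0.088). Between the entinostat libraries, the list median from 1 h to 6 h was -0.79 (-0.98 to -0.61), at percentile 0.44. This comparison does not use the DMSO library, but it had the strongest trend with GC content. With the length and GC trends removed the list was at -0.64, SOX8 at -0.92 and MYOD1 at -1.44. MYOD1 (-1.79, -1.92 to -1.67), SOX8 (-1.29, -1.43 to -1.16), MYCN (-1.001, -1.39 to -0.65) and FOXO1 (-0.58, -0.75 to -0.42) were lower at 6 h. PAX3 (-0.29, -0.76 to 0.14) and MYOG (0.045, -0.056 to 0.14) were not distinguishable between the 2 times.

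**Figure D2:**
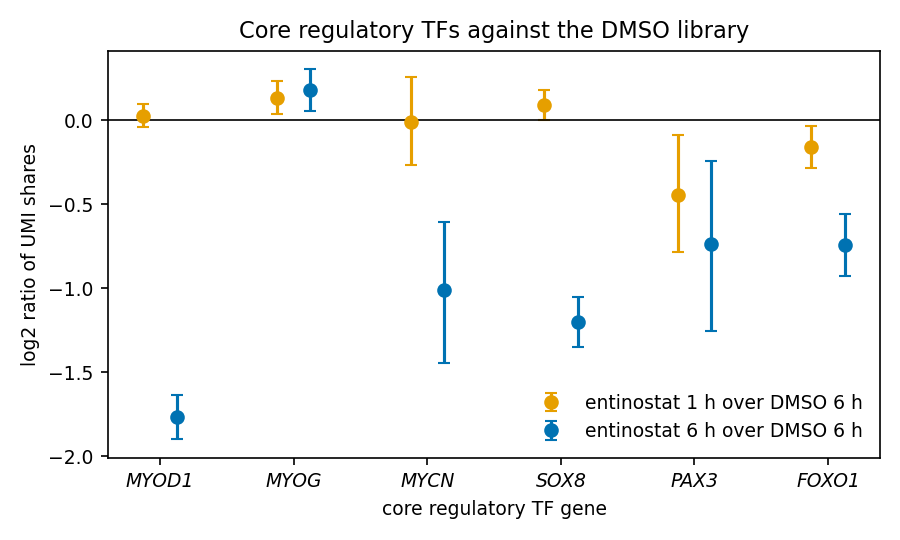
Log2 ratio of UMI shares over DMSO (y axis) for each of the 6 CR TFs (x axis) at 1 h and 6 h of entinostat, with 95% counting intervals as bars and 1 library per point. At 6 h MYOD1, SOX8, MYCN, PAX3 and FOXO1 lie below 0 and MYOG lies above it.

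A selective effect on CR TFs would set them apart from the fusion's targets and from TFs used in most cells. The 17 PAX3-FOXO1 target genes above the CPM minimum had a median log2 ratio at 6 h of -0.35 (-0.47 to -0.26), which was inside the range of matched random lists (percentile 23.0). Of them, 15 were below DMSO. POU4F1 was at -1.42 (-1.55 to -1.28), FGFR4 at -0.42 (-0.56 to -0.29) and ASS1 at -0.12 (-0.19 to -0.046). In the barcodes under 1000 UMIs POU4F1 was at -0.45 and FGFR4 at -0.017, and FGFR4 was at -0.10 with the length and GC trends removed. At 1 h the target median was -0.11 (-0.22 to -0.044), at percentile 43.5, and above 0 with TMM factors (0.095), with median-of-ratios factors (0.060) and in the barcodes under 1000 UMIs (0.12). It was lower with no CPM minimum (-0.35, percentile 1.56), with the length trend removed (-0.23, percentile 5.75), with both trends removed (-0.23, percentile 6.53) and without the barcodes under 2% mitochondrially encoded UMIs (-0.24, percentile 17.2), so the 1 h value of this list depended on the processing.

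The 20 housekeeping TFs had a median of -0.38 (-0.52 to -0.31) at 6 h, at percentile 18.8, and 18 of the 20 were below DMSO. Their mean, -0.65, was lower than their median, since some members fell far, such as YY1 (-1.47, -1.59 to -1.35) and ATF4 (-1.62, -1.77 to -1.48). NFE2L1, the other of the 3 most abundant, was at -0.31 (-0.41 to -0.21) and at 0.0029 once both trends were removed. With the length and GC trends removed, the housekeeping TF median was -0.64, at percentile 0.34, beside -0.73 for the CR TFs. A difference between the CR TFs and the housekeeping TFs at 6 h therefore depended on the removal of both trends, and the difference itself was not tested. Among random lists matched on expression and transcript length, the housekeeping TFs were at percentile 12.76 at 6 h and the CR TFs at 0.37. At 1 h the housekeeping TFs were at -0.22 (-0.27 to -0.13), at percentile 7.31, and at -0.016 with TMM factors. From 1 h to 6 h, a comparison planned only for the CR TFs, the housekeeping TFs were at -0.46 (-0.59 to -0.32), at percentile 1.89, with 15 of the 20 lower at 6 h, so they too lay below the range of random lists.

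The remaining lists were compared as controls and as known responses to this class of drug. HDAC inhibitor induced genes, 10 above the minimum, had a median of 0.99 (0.73 to 1.21) at 6 h, above all 10000 random lists. This value was 0.45 with the length trend removed and 0.47 with a minimum of 25 CPM. H1F0 rose by 2.21 (2.14 to 2.27), while MT2A fell by 1.08 on the log2 scale (-1.20 to -0.97). TXNIP was at 0.15 (0.016 to 0.28) and at -0.0069 once both trends were removed. At 1 h this list was at 0.076 (0.0049 to 0.20) and changed sign under several settings, for example to -0.062 with thinned cells. Immediate early and stress genes were at 0.92 (0.72 to 1.23) at 6 h and 0.47 (0.32 to 0.60) at 1 h, both above all random lists, although JUN was at -0.27 (-0.34 to -0.21) at 6 h. With a minimum of 25 CPM the 6 h value of this list was 0.40. HSPH1, the most abundant member, was at 0.43 (0.38 to 0.49) at 6 h, and DNAJB1, which overlaps TECR on the other strand, was at 1.26 (1.06 to 1.46). Housekeeping genes had a median of 0.30 (0.26 to 0.33) at 6 h, with 7 genes above and 6 below DMSO, and 0.39 (0.32 to 0.46) at 1 h, at percentiles 91.2 and 99.6. The 6 h value was -0.17 in the barcodes under 1000 UMIs. ACTB was at 0.33 (0.28 to 0.39), TUBA1B at 0.62 (0.58 to 0.66) and RPLP0 at 0.30 (0.26 to 0.34) at 6 h. All 3 have near-identical relatives or pseudogenes that could share reads, so their counts are uncertain, as are those of MT2A and ACTC1, and ACTB and RPLP0 were below DMSO in the barcodes under 1000 UMIs (-0.17 and -0.15).

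Muscle differentiation genes were at -0.10 (-0.24 to -0.059) at 6 h, at percentile 51.9, and at -0.40 (-0.52 to -0.29) at 1 h, below all 10000 random lists. TNNT2 was at -0.86 (-0.93 to -0.80) at 6 h, and ACTC1 was at -0.031 (-0.078 to 0.016), not distinguishable from DMSO. In the barcodes under 1000 UMIs both the list and ACTC1 were at -0.82 at 6 h. NEB, with exons of RIF1 on the other strand, was at -0.59 (-0.65 to -0.53) and at -0.069 once both trends were removed. The S phase list was at -0.25 (-0.31 to -0.15) at 6 h, at percentile 27.2, and at 0.16 (0.12 to 0.23) at 1 h, at percentile 99.8. Of its most abundant genes, NASP was at -2.05 (-2.12 to -1.98) and USP1 at -1.03 (-1.11 to -0.95) at 6 h, and TYMS, which overlaps ENOSF1 on the other strand, at -0.41 (-0.50 to -0.32). The G2/M list was at -0.20 (-0.26 to -0.15) at 6 h, at percentile 28.2, and at -0.21 (-0.24 to -0.16) at 1 h, at percentile 0.05. With TMM factors the 1 h value was -0.0066. CENPF was at -1.001 (-1.06 to -0.95) at 6 h, SMC4 at -0.51 (-0.56 to -0.46) with exons of IFT80 and TRIM59 on the other strand, and TOP2A at 0.055 (0.013 to 0.097).

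**Figure D3:**
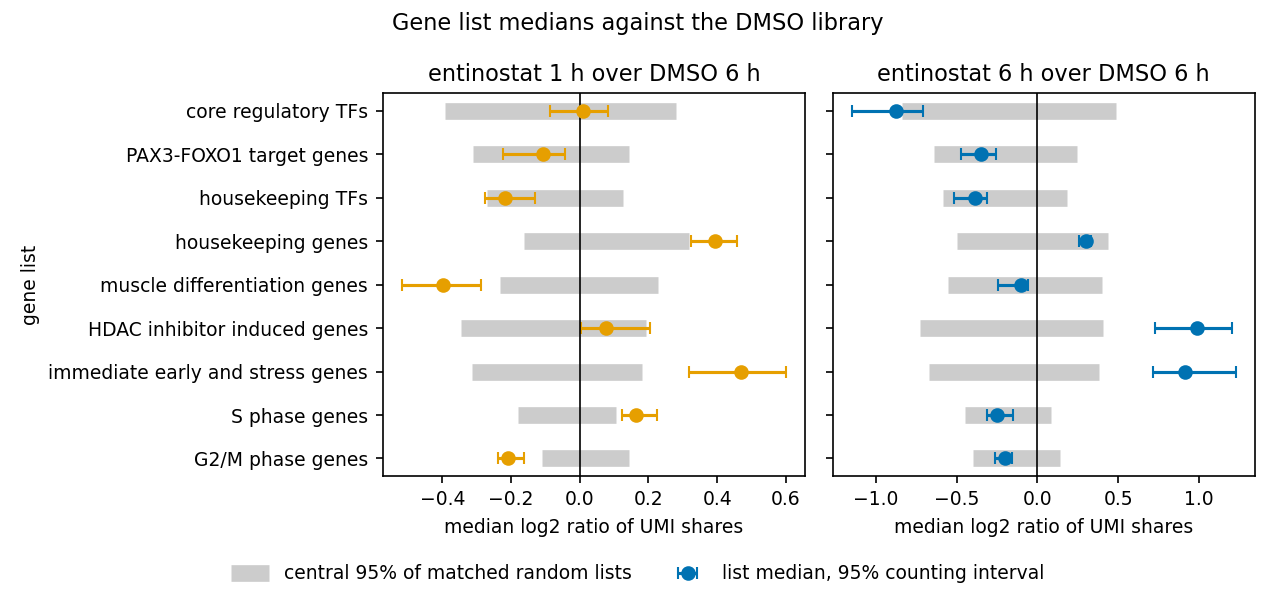
Median log2 ratio of UMI shares over DMSO (x axis, scaled separately per panel) for each of the 9 gene lists (y axis) at 1 h and 6 h, with 95% counting intervals as bars and the central 95% of matched random lists in gray. At 6 h the CR TFs lie below the gray range, and the HDAC inhibitor induced and the immediate early and stress genes lie above it.

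Among genes with a mean of at least 25 CPM, the largest rises at 6 h were those of FLRT3 (chromosome 20, 14303631 to 14318260), from 7.91 to 108 CPM (log2 ratio 3.76, 3.40 to 4.17), and MAP2 (chromosome 2, 210288771 to 210598871), from 12.7 to 161 CPM (3.66, 3.37 to 3.97). PLS1 (3.10, 2.71 to 3.53), TMSB4X (2.96, 2.90 to 3.03) and CRYAB (2.77, 2.58 to 2.98) followed. TMSB4X has processed pseudogenes and CRYAB overlaps HSPB2 on the other strand, so their sums are uncertain. The largest falls at 6 h were those of ANK1 (chromosome 8, 41510739 to 41754259), from 191 to 19.6 CPM (-3.28, -3.55 to -3.03), and UBTF (chromosome 17, 42282401 to 42298994), from 339 to 55.5 CPM (-2.61, -2.77 to -2.46). NNMT (-2.49, -2.77 to -2.23), MAP3K3 (-2.49, -2.96 to -2.07) and PITX3 (-2.46, -2.84 to -2.11) came next, with exons of LIMD2 over MAP3K3 on the other strand.

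At 1 h the largest rises over DMSO were smaller, with MYH13 at 1.99 (1.75 to 2.24), CRYAB at 1.89 (1.70 to 2.09), C1QTNF3 at 1.68 (1.54 to 1.83), FLRT3 at 1.43 (1.06 to 1.84) and TSPAN7 at 1.37 (1.17 to 1.58). The largest falls were S100A2 at -2.09 (-2.24 to -1.94), MYL1 at -2.03 (-2.25 to -1.80), MTRNR2L8 at -1.82 (-1.99 to -1.66), MAP3K7CL at -1.80 (-1.96 to -1.63) and AXL at -1.65 (-1.83 to -1.46). MTRNR2L8 is a nuclear near-copy of a mitochondrial rRNA, and its count is uncertain. S100A2, MYL1 and MAP3K7CL were also higher in the DMSO barcodes under 2% mitochondrially encoded UMIs than in the other DMSO barcodes, by 1.17 (0.94 to 1.40), 2.24 (1.93 to 2.54) and 2.11 (1.86 to 2.35) on the log2 scale. NNMT, among the falls at 6 h, was likewise higher in them, by 1.46 (1.24 to 1.67).

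The share of cells with a UMI can show whether a change in the sum was spread over cells, but not where UMIs per cell are few. With each cell thinned to 1000 UMIs, at least 1 UMI of any CR TF was found in 48.5% (46.7 to 50.3) of DMSO cells, 49.4% (48.2 to 50.7) of cells at 1 h and 28.6% (26.9 to 30.3) of cells at 6 h. The 6 h share lay below both others beyond counting error. Without thinning the shares were 71.3%, 78.4% and 48.7%, at different depths. MYOD1 was found in 24.2% (22.7 to 25.8), 24.8% (23.8 to 25.9) and 7.93% (6.94 to 9.02) of thinned cells (45.5%, 54.0% and 17.0% without thinning). Poisson sampling from the mean alone would give 25.0%, 25.9% and 8.14%, so the MYOD1 share was close to what its mean would give in each library. MYOD1 had a mean of 0.085 UMIs per thinned cell at 6 h. At so low a mean the share cannot show whether its fall was spread over cells. TMSB4X and H1F0 were added after their rises were seen. TMSB4X was found in 20.5% (19.1 to 22.0), 30.9% (29.8 to 32.1) and 67.3% (65.5 to 69.1) of thinned cells, and 32.4%, 53.4% and 79.3% without thinning. At 6 h this was below the 87.2% that its mean would give. H1F0 was found in 24.8% (23.3 to 26.4), 31.3% (30.1 to 32.4) and 63.5% (61.7 to 65.3), and in 41.5%, 56.1% and 79.4% without thinning, beside a Poisson expectation of 79.4% for thinned cells at 6 h. No cell type without these transcripts was loaded, so the part of each share that came from free RNA was not measured.

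**Figure D4:**
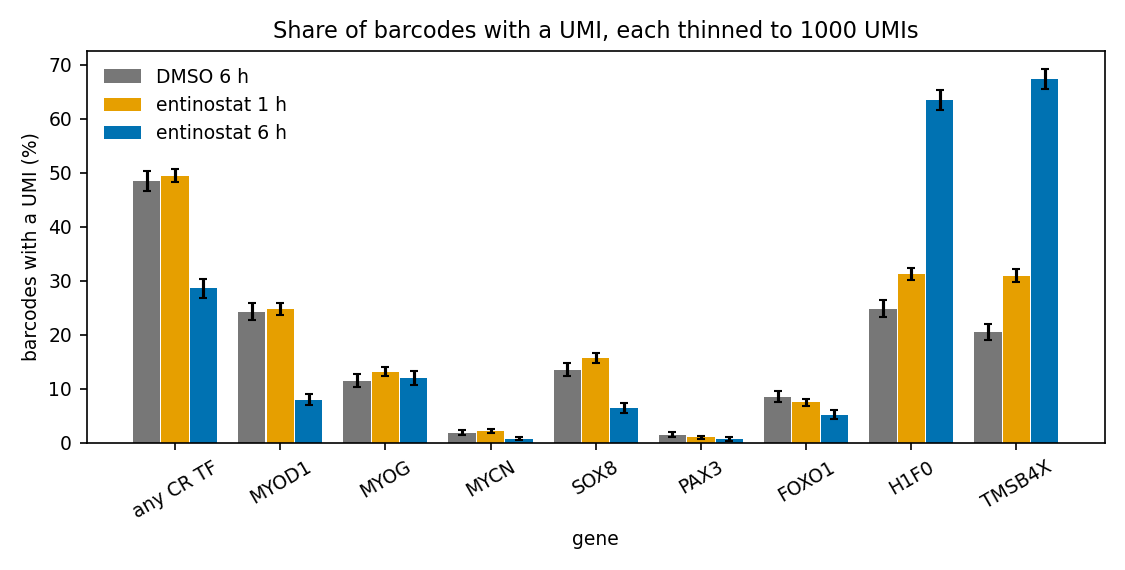
Share of barcodes with at least 1 UMI (y axis, percent, each barcode thinned to 1000 UMIs) of any CR TF, of each CR TF, H1F0 and TMSB4X (x axis), by library, with exact 95% binomial intervals as bars. The entinostat 6 h bars are lowest for any CR TF and for MYOD1 and highest for H1F0 and TMSB4X.

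Joint clustering of the 11930 thinned cells gave 5 clusters, and their number depended on the settings, with 4 at a resolution of 0.3, 10 at a resolution of 1.0 and 7 with 10 principal components. The assignments were not stable, with an adjusted Rand index of 0.38, 0.35 and 0.38 against the first clustering, and of 0.61 after leaving out only the 7 barcodes marked as doublets. Cluster 1 held 43.8% of cells and was S phase-like, led by UNG, MCM6 and MCM5 among its markers. Cluster 2 held 33.3% of cells and was G2/M-like, led by TOP2A, UBE2C and NUSAP1 among its markers on the G2/M list. MYCN, a CR TF, was among the top 10 genes of cluster 1. Clusters 3, 4 and 5 stayed unnamed. Cluster 3 (11.5% of cells) came to 89.7% from the entinostat 6 h library and had TMSB4X and FLRT3 among its leading genes. Cluster 4 (6.505% of cells) came to 81.7% from the DMSO library, and its median cell had 0.50% mitochondrially encoded UMIs. Cluster 5 (4.88% of cells) had a median of 22.0%. With 1 library per group, a cluster mostly of 1 library may be that library and not a cell state, and cluster sizes were not compared between groups because genes that define the clusters also differed between libraries.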

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

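The tests on the S phase list, on the barcodes under 1000 UMIs and on the difference between the 2 times in this part were chosen only after the result was seen, and so was the removal of length and GC trends as a setting, although it was chosen before its effect on the genes that moved in opposite directions was known. No value here has a replicate, and no difference between the 2 times was tested for significance.

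Among the named genes, 6 lay on opposite sides of DMSO at 1 h and at 6 h, with both counting intervals excluding 0. SOX8 was at 0.090 at 1 h and -1.20 at 6 h, a difference of -1.29. MT2A was at 0.14 and -1.08 (difference -1.23), TYMS at 0.29 and -0.41 (-0.70), and ASS1 at 0.14 and -0.12 (-0.25). In the other direction, RPLP0 went from -0.062 to 0.30 (0.36) and TOP2A from -0.24 to 0.055 (0.29). Both ratios are over the same DMSO library, so that the difference is that between the 2 entinostat libraries, while the signs depend on DMSO. Once the trends on transcript length and GC content were removed, 4 of the 6 genes kept opposite directions, and ASS1 and MT2A did not. Of these 4, only SOX8 and RPLP0 had both values beyond counting error, while TYMS was at 0.010 (-0.055 to 0.076) at 1 h and TOP2A at 0.027 (-0.015 to 0.070) at 6 h. The trends may thus account for the opposite signs of some of these genes, and for the signs of the set as a whole they cannot be told apart from other causes, because so few genes are involved. The differences between the 2 times outlasted the correction in 5 of the 6 genes, at -0.91 for SOX8, -1.25 for MT2A, -0.65 for TYMS, 0.45 for RPLP0 and 0.20 (0.17 to 0.24) for TOP2A, which argues against the trends as the whole cause of these differences. That of ASS1 went to 0.0046 (-0.055 to 0.064), as the trends would give. Several of the smaller values also turned with other settings. MT2A lay below DMSO at 1 h with the mean of each cell's share (-0.13), thinned cells (-0.085), the top 5% of cells left out (-0.030) and in the barcodes under 1000 UMIs (-0.43), so its rise at 1 h is open. RPLP0 lay above DMSO at 1 h with TMM factors (0.14), median-of-ratios factors (0.10), a minimum of 2000 UMIs (0.038) and the low-mitochondrial barcodes left out (0.16), and below DMSO at 6 h in the barcodes under 1000 UMIs (-0.15). TOP2A lay below DMSO at 6 h with the low-mitochondrial barcodes left out (-0.028), cells over 10% mitochondrially encoded UMIs left out (-0.034) and a minimum of 2000 UMIs (-0.017). SOX8 at 1 h was at -0.012 without the low-mitochondrial barcodes, so its rise at 1 h is open, while its fall at 6 h lay between -1.29 and -0.75 under every alternative. TYMS at 1 h changed sign only in the barcodes under 1000 UMIs (-0.036). Overlap of TYMS with ENOSF1, and pseudogenes of RPLP0, were not tested. The duration of exposure stays among the open explanations, as does a difference between single preparations.

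The S phase list was above DMSO at 1 h (0.16) and below it at 6 h (-0.25), with counting intervals on opposite sides of 0 and a difference between these medians of -0.41. After both trends were removed, the list was at 0.12 at 1 h and -0.27 at 6 h, which argues against the length and GC trends as the cause of the opposite signs. With TMM factors it was at 0.37 at 1 h and -0.20 at 6 h. These factors moved all genes up, the median of all genes from -0.027 to 0.18 at 1 h and from -0.16 to -0.11 at 6 h. At 1 h the list was thus moved away from 0 and its sign could not turn. The kept signs therefore do not decide on the scaling by library totals. The list kept both signs under all 18 alternatives, from 0.090 to 0.37 at 1 h and from -0.32 to -0.15 at 6 h. At 6 h over DMSO the list was inside the range of matched random lists (percentile 27.2), and its members went both ways, with 17 above and 25 below DMSO. From 1 h to 6 h of entinostat, a comparison planned only for the CR TFs and free of the DMSO library, the list was at -0.43 (-0.48 to -0.35), at percentile 0.26, with 32 of 42 genes lower at 6 h. The list was therefore set apart from other genes between the 2 times but not at 6 h against DMSO. The 1 h value may come from a difference in the share of S phase cells between single cultures, a change with the drug, or the lack of a DMSO library at 1 h, and the design cannot separate these.

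The barcodes under 1000 UMIs were left out of the comparisons, and MYOD1 fell in them as well. At 6 h over DMSO its log2 ratio there was -2.00 (-2.41 to -1.63), on 455 UMIs in 1713 DMSO barcodes and 64 UMIs in 961 barcodes at 6 h. At 1 h it had 379 UMIs in 1717 barcodes, a log2 ratio of -0.26 (-0.46 to -0.060), unlike the 0.028 in cells of at least 1000 UMIs. The makeup of these barcodes differed between libraries. In DMSO 42.9% of them had under 2% mitochondrially encoded UMIs, against 5.07% at 1 h and 3.33% at 6 h. Among DMSO cells of at least 1000 UMIs, MYOD1 was higher by 0.49 in such barcodes. This makeup may lower both ratios of MYOD1 over DMSO. The barcodes under 1000 UMIs could hold cells of low yield or free RNA from the other cells of their library. Barcodes without a cell would decide between them, but the tables held 0 barcodes under 200 UMIs, so free RNA cannot be told apart from cells of low yield.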

How the results depend on the processing

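Alternatives that left out low-mitochondrial barcodes, summed barcodes sharing 11 bases, removed the length trend or the length and GC trends, or used only barcodes under 1000 UMIs were chosen after seeing the data. No paired analysis was possible because each group had 1 library, and no library could be left out for the same reason. The free RNA correction was not run, since no barcode was under 200 UMIs. The 500 UMI minimum and no minimum kept the same barcodes, because all had over 500 UMIs.

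For the values that answer a comparison, 109 of 145 alternatives stayed within counting error of the value reported. For the number of clusters the limit was 1.5 times the number reported. A further 33 moved beyond these limits, and 3 were counted as reversed in sign. For single genes, other lists and shares of cells of single genes these counts were 1535, 593 and 44 of 2172. Sign changes of some values whose counting interval included 0 are not among those counted as reversed. The CR TFs at 1 h, at -0.15 with the length trend removed, are such a case. MYOD1 at 1 h, at -0.26 in the barcodes under 1000 UMIs, is another. The cause of each change below was not tested unless stated.

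The fall of the CR TFs at 6 h held its direction under all 18 alternatives, from -1.02 (thinned cells) to -0.73 (length and GC trends removed), at percentiles of 0.55 to 3.12. From 1 h to 6 h the range was -1.11 (barcodes under 1000 UMIs) to -0.64. The housekeeping TFs at 6 h stayed below 0, at -0.30 with median-of-ratios factors and -0.64 with both trends removed. The target genes at 6 h also stayed below 0, at -0.48 without low-mitochondrial barcodes, -0.10 with both trends removed and -0.14 in barcodes under 1000 UMIs.

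Apart from the housekeeping TFs at 6 h (above), scaling moved values of these lists beyond counting error only at 1 h. TMM factors moved the CR TFs to 0.21, the targets to 0.095 and the housekeeping TFs to -0.016, and turned FOXO1 (0.043), NFE2L1 (0.0079), RPLP0 (0.14) and SMC4 (0.070). Median-of-ratios factors gave 0.18, 0.060 and -0.051 for the same lists, and turned FOXO1 (0.0079), RPLP0 (0.10) and SMC4 (0.035). One factor per library moves every gene alike, and the median of all genes moved from -0.027 to 0.18 and 0.14, so relative to all genes these lists did not move. Thinned cells gave 0.13 for the CR TFs and -0.062 for the housekeeping TFs at 1 h, and turned the HDAC inhibitor induced list (-0.062) and MT2A (-0.085). The mean of each cell's share gave -0.13 for the housekeeping TFs, -0.13 for the HDAC inhibitor induced list and -0.13 for MT2A. With the top 5% of cells left out the last 2 were at -0.071 and -0.030. No minimum CPM put the targets at -0.35 and a minimum of 25 CPM at -0.030, as the genes used went from 17 to 20 and to 11.

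Removal of the length trend put the CR TFs at -0.15, the targets at -0.23, the housekeeping TFs at -0.12, the HDAC inhibitor induced list at -0.15, MYOG at -0.15, ASS1 at -0.092 and MT2A at -0.21 at 1 h, and MYOG at -0.16 at 6 h. Removal of both trends put the same lists at -0.13, -0.23, -0.13 and -0.14 at 1 h, with MYOG at -0.13, ASS1 at -0.076 and MT2A at -0.21. At 6 h NFE2L1 was then at 0.0029 and TXNIP at -0.0069, while MYOG was at 0.14. Without low-mitochondrial barcodes the targets were at -0.24 and the housekeeping TFs at -0.29 at 1 h, SOX8 was at -0.012 and RPLP0 at 0.16 at 1 h, and TOP2A was at -0.028 at 6 h. Without cells over 10% mitochondrially encoded UMIs TOP2A was at -0.034 at 6 h. A minimum of 2000 UMIs put it at -0.017, and RPLP0 at 0.038 at 1 h.

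Barcodes under 1000 UMIs changed the most signs. At 1 h the CR TFs were at 0.22, the targets at 0.12, the housekeeping TFs at -0.060 and the HDAC inhibitor induced list at -0.083. Single genes at 1 h were MYOD1 -0.26, FOXO1 0.18, POU4F1 0.10, NFE2L1 0.29, ACTB -0.32, ACTC1 -0.20, NEB 0.083, MT2A -0.43, TYMS -0.036 and SMC4 0.082. At 6 h the housekeeping genes were at -0.17, NFE2L1 at 0.15, RPLP0 at -0.15 and ACTB at -0.17. Without a change of sign, POU4F1 shrank there to -0.45, FGFR4 to -0.017, CENPF to -0.35, SMC4 to -0.12 and TUBA1B to 0.21 at 6 h, and the muscle differentiation genes and ACTC1 were lower, both at -0.82. In the DMSO library 42.9% of these barcodes had under 2% mitochondrially encoded UMIs, against 5.07% at 1 h and 3.33% at 6 h.

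The shares of cells with any CR TF UMI were 71.3%, 78.4% and 48.7% without thinning in DMSO, 1 h and 6 h, and 73.5%, 72.6% and 47.2% in cells thinned to 2000 UMIs, since more UMIs per cell find more cells with one. Summing barcodes that share 11 bases gave 51.1% at 1 h. The 6 h share was the lowest of the 3 in each of these. Clusters numbered 10 at a Leiden resolution of 1.0.

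Depth limits the low genes most. PAX3 had 100 UMIs in DMSO and 52 at 6 h, and MYCN 163 and 70, so that their intervals at 6 h (-1.25 to -0.24 and -1.44 to -0.60) were far wider than that of MYOD1 (-1.90 to -1.63).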

Other observations

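Tests that left out the low-mitochondrial barcodes or summed barcodes sharing 11 bases, and those on the makeup of the low-mitochondrial barcodes, on the length trend, on chance sharing of 11 bases, on families with room for a low ratio, on the covariance of the 1 h and 6 h ratios, on the fall within clusters and on a minority of responding cells, were chosen only after the result was seen. Removal of length and GC trends and random lists matched on length were chosen after the trends were seen but before their effect on the CR TFs. The remaining tests were chosen before their results were seen.

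The fall of the CR TFs at 6 h was weighed against technical explanations. The median stayed below 0 with the length and GC trends removed (-0.73), with TMM factors (-0.82), with each barcode thinned to 1000 UMIs (-1.02), without the low-mitochondrial barcodes (-0.98) and with barcodes sharing 11 bases summed (-0.91). Each of these argues against the named difference as the whole cause. Among random lists matched on both expression and transcript length the median was at percentile 0.37, which argues against a fall shared by all genes of that kind. Within the S phase-like and the G2/M-like clusters, the CR TF median at 6 h over DMSO was -0.80 and -0.87, and MYOD1 was at -1.86 (-2.28 to -1.48) and -1.40 (-1.62 to -1.19), with 5 and 4 of the 6 genes below DMSO. These values cover a part of the cells and rest on unstable clusters in which the groups fell differently. The S phase-like cluster, which MYCN itself helps to define, held 43.1% of DMSO cells but 251 cells (9.31%) and 57 MYOD1 UMIs at 6 h, while 45.7% of the 6 h cells lay in cluster 3, with 30 DMSO cells. What stays open is a difference between single library preparations, since there was 1 library per group and treatment and preparation cannot be told apart. An effect of the drug on these genes is a hypothesis that the values leave standing, without showing that it is selective. With both trends removed the housekeeping TFs were at -0.64, close to the CR TFs, and MYOG did not take part in the fall.

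Log2 ratios fell with transcript length in both comparisons with DMSO (rho -0.32 at 6 h and -0.50 at 1 h) and little between the entinostat libraries (rho -0.11). A property of the DMSO library alone, such as longer cDNA or less degraded RNA, may give this pattern, but so may a response to the drug that is present at 1 h and 6 h, and with 1 DMSO library these cannot be told apart. Without the low-mitochondrial barcodes of that library rho was -0.55 at 1 h and -0.37 at 6 h, no weaker than before, which argues against these barcodes as the source.

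The low-mitochondrial barcodes were a feature of the DMSO library, at 21.2% of its cells. They had a median of 1332 UMIs, against 2190 for the other DMSO cells. Lower depth in the DMSO library is not enough to explain them, because among barcodes of at least 1000 and under 2000 UMIs the share was 32.3% (29.97 to 34.7) in DMSO, 2.60% (2.00 to 3.33) at 1 h and 2.20% (1.49 to 3.13) at 6 h. Relative to the other DMSO barcodes, transcripts of the endoplasmic reticulum and secretory list had a median log2 ratio of -1.67 and those of the nuclear retained list -1.46, both below all random lists, and those of the soluble cytosolic list 1.05, above all of them. The nuclear RNA MALAT1 (-2.39) and the secretory genes HSPA5 (-2.80) and FN1 (-3.30), chosen after their values were seen, were low as well. MYOD1 was higher in them, by 0.49 (0.33 to 0.65), and DES by 0.60 (0.40 to 0.80), which argues against cells from outside the muscle lineage. These values are consistent with barcodes that captured cytosol without most of the mitochondria, endoplasmic reticulum and nucleus, for example from cells that leaked or broke, as a hypothesis found and tested on the same data. The 3 compartment lists were written from general knowledge after the split was seen, and 5 of the 20 soluble cytosolic genes are also on the housekeeping list. The other lists in these barcodes were at -0.52 (CR TFs), -1.20 (target genes), -0.060 (housekeeping TFs), 1.03 (housekeeping genes), 0.37 (muscle differentiation), 0.66 (HDAC inhibitor induced), 0.035 (immediate early and stress), 0.17 (S phase) and -0.054 (G2/M). Several of the largest falls against DMSO were genes high in these barcodes (MYL1, MAP3K7CL, NNMT, S100A2), and how much of each fall stayed without these barcodes differed. At 1 h MYL1 went from -2.03 to -1.49, MAP3K7CL from -1.80 to -1.32, S100A2 from -2.09 to -1.88 and NNMT from -1.05 to -0.79. At 6 h MYL1 went from -0.91 to -0.37, MAP3K7CL from -1.16 to -0.66, S100A2 from -2.09 to -1.87 and NNMT from -2.49 to -2.21. The makeup of the DMSO barcodes may thus account for most of the fall of MYL1 at 6 h and for a smaller part of the others.

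Barcodes that share their first 11 bases were far more common than chance would give. Over the 3 libraries 9182 barcode pairs differed only at base 12, against 490 only at base 11, 79 only at base 1 and between 10 and 24 only at each other base. The excess at base 11 was not examined further. Among families of 4 in the entinostat 1 h library, the barcode with the fewest UMIs had a median of 0.725 of the UMIs of the one with the most. Barcodes under 500 genes were not in the tables, which holds this ratio up, so it does not decide on sequencing errors. Families whose highest barcode had at least 5 times the fewest UMIs of any barcode in its table left room for a low ratio. The ratio was above 0.50 in 80.9% (75.7 to 85.4) of 267 such families at 1 h, but in 67.7% (48.6 to 83.3) of 31 in DMSO and 76.9% (46.2 to 94.96) of 13 at 6 h. From 10 times the fewest UMIs the median ratio was 0.679 in 60 families at 1 h but 0.0961 in 4 in DMSO and 0.127 in 2 at 6 h. With so few families in 2 of the libraries, sequencing errors in the last base cannot be told apart from other causes. Profiles were compared in 200 families per library, not limited to those with room for a low ratio. At 1 h 92% of them were closer within the family than to other families at the same depth (98% in DMSO and 94.5% at 6 h). This is what beads that lack 1 barcode base would give, in that 1 cell then spreads over up to 4 barcodes, and sequencing errors could give it too. On either reading the depth per cell is understated and cell numbers are overstated, with 6298 cells before summing and 4497 after it in the 1 h library. List medians were little affected, at -0.91 for the CR TFs at 6 h.

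Across the 6075 genes, the 1 h and 6 h log2 ratios had a correlation of 0.66. Genes are not independent replicates, and both ratios share the DMSO library. In 100 simulated pairs of unchanged libraries against that library the correlation was 0.59 on average and 0.62 at most, so the correlation alone says little. The comparison was then made on the covariance, after the correlation had been seen. It was 0.18 in the data and 0.0047 at most in the simulated pairs, which argues against counting error of the shared library as the source. What the 2 entinostat libraries share against DMSO could still be a property of that DMSO library. The correlation of the 1 h ratio with that of 6 h over 1 h was 0.21.

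TMSB4X was found in 67.3% of thinned cells at 6 h, against the 87.2% that its mean would give, and H1F0 in 63.5% against 79.4%. A gap of this kind was also there in DMSO (20.5% against 27.8% for TMSB4X and 24.8% against 29.4% for H1F0), so an uneven rise is not shown. If under 50% of cells had risen and the others had kept their DMSO share, at most 61.01% of cells would have a TMSB4X UMI. The lower bound at 6 h was 65.5%, which argues against a minority of cells as the only source of its rise, unless free RNA, which was not measured, put UMIs into the other cells. For H1F0 this limit was 63.2%, inside the interval at 6 h (61.7 to 65.3), so a minority and a majority of cells cannot be told apart.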
